A study of Drosophila melanogaster with 4 samples. Its data were reported in "Oo-site: A dashboard to visualize gene expression during Drosophila oogenesis suggests meiotic entry is regulated post-transcriptionally" (2022).

How the data were processed

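The data are polysome-seq libraries from Drosophila melanogaster ovaries enriched for germline cysts. In these flies a germline driver with extra Dicer-2 knocks down bam, so that germ cells arrest before differentiation, and a heat-shock-inducible bam transgene then releases them into cyst stages. Per the labels, flies received 37°C heat shocks of 2 h with 4 h of rest between them on each of 2 days and were dissected 3 to 5 days after eclosion. Lysate was either kept as input or separated on a sucrose gradient for the polysome fraction. Input RNA was taken with TRIzol and polysome RNA with phenol-chloroform, so extraction chemistry cannot be told apart from fraction in these libraries. Poly(A) RNA was fragmented for 13 min and made into strand-specific libraries.

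The authors mapped reads to the dm6 genome with STAR 2.6.1c, per the submitters' processing notes, and deposited its gene counts: whole-number counts of reads per gene, not normalized, with an unstranded column and a column for each strand. The column that fits a directional dUTP kit held 95.3% to 97.1% of strand-assigned gene counts in the 4 libraries and was used. Reads that named no gene stayed out of library sizes and tests; they were 42.6% of all reads in input 1, 33.2% in input 3, 10.8% in polysome 1 and 33.9% in polysome 3. As a share of all reads the multimapping part was 23.4% in input 1, 8.11% in input 3, 3.60% in polysome 1 and 14.6% in polysome 3. The share of uniquely mapped reads on no annotated exon of the counted strand was 16.4%, 20.5%, 2.61% and 15.2% in the same order. Intronic and antisense reads within genes can fall in this share.

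Groups came from the labels: 2 input and 2 polysome libraries, numbered 1 and 3 in each fraction. Polysome against input was the only contrast. The stem cell, cystoblast and young wild-type samples the study compares with cysts are not analysed here. Nothing in the labels says that the replicates are separate cultures of flies, so p-values measure only the spread between these samples, which may be technical.

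Genes were tested with the quasi-likelihood test of edgeR 4.0.16 in R 4.3.3, with TMM factors, genes kept by filterByExpr, fraction as the only term and Benjamini-Hochberg adjustment called under 0.05. Expression is given as TMM-scaled CPM per library and fold changes as log2 polysome over input with a standard error computed from the test statistic. The study takes each polysome ratio to its corresponding input lysate, so equal numbers were read as a shared lysate, and a fit with the replicate number as a block was fitted as well. The check of this pairing, the correlation across 9038 genes of the input and polysome deviations, gave r = -0.06, so the values do not bear the pairing out. A block on 4 libraries leaves few residual degrees of freedom. Blocked adjusted p therefore rest largely on spread pooled across genes, and small ones call for caution. Blocked adjusted p stand beside the named genes and lists whose call they change.

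Before the data were examined, 33 gene lists, the named-gene rule and most alternatives were fixed. Of these lists, 32 matched genes, and the mitochondrial genome list is not analysed here. Lists with at least 5 tested members were tested with camera from limma 3.58.1 at a preset inter-gene correlation of 0.01, adjusted over 31 lists, and again with an estimated correlation and with fry. The replication-dependent histones had too few tested members. Because some older symbols fit several genes, 6 list symbols were assigned to a gene by hand and RPA2 was left out after the values had been opened, and 11 symbols stayed unmatched. Of 17699 gene identifiers, 17561 were in the annotation, BDGP6.54 release 115, which supplied names, lengths and coordinates; the other 138 held 1.05% to 1.19% of counts.

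Translational efficiency followed the study's definition, log2 of (polysome TPM + 1) over (input TPM + 1) within a replicate number, averaged over 2 replicates. TPM used the summed exon length of each gene. A list's median was placed among the medians of 10000 random lists matched on mean expression in 20 bins. No gene was tested on these values; in the closing section list medians are set against the range of 95% of matched random lists, which describes these libraries.

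Named genes were the 12 per direction with the highest and lowest fold change among called genes with a mean of at least 10 CPM and both polysome libraries on the same side of both inputs, or, since none was called, the 12 per direction with the smallest p and neither condition; all synaptonemal complex genes; bam, Rbfox1, RpS19b and ord; the smallest-p members of other lists in each direction; and the 5 most abundant input genes. A gene with no counts in both libraries of a fraction is given without a fold. Yp1, Yp2, Vm26Ab, Cp15, osk and Dcr-2 were named after their values were seen.

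Alternatives were DESeq2 1.42.0, RLE and upper-quartile factors, no count filter, at least 50 counts in 2 libraries, the replicate block, unstranded counts, each library left out, the study's threshold of over 2-fold with unadjusted p under 0.05, a test against a 1.5-fold change, the 10 most abundant genes left out, and for translational efficiency pseudocounts of 0.1 and 5 and CPM. Removal of a length trend was added after seeing the data. The count filter was applied anew when a library was left out, so the tested members of a list can differ there. Tested on data simulated with a single common dispersion, that of these 4 libraries, the gene test recovered 0% of genes changed 2-fold and 0% changed 4-fold. It recovered 8.16% changed 16-fold and 75.5% changed 64-fold. The real spread was uneven, with a log2 SD of 1.84 to 1.96 in library pairs with polysome 3 and 1.33 to 1.59 in the others. These rates therefore need not hold for the real libraries. Cp36 and CG32642, with log2 fold changes of 7.09 and 10.2, were past 64-fold and were not called. Genes that overlap another gene on the same strand can lose reads as ambiguous: 165 genes of the lists had no counts in all 4 libraries and 32 of them overlap such a gene, cup, BicC, mus312 and mei-217 among them. Many of the 165, and of the 32, are copies of replication-dependent histone genes, so overlap cannot be taken as the reason for all. The Hsp70 copies share reads and their single values are uncertain. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9 was used for the other steps.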

Results

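Polysome-seq measured which mRNAs of cyst-enriched ovaries sediment with several ribosomes. The 4 libraries were input and polysome fractions of replicates 1 and 3. Gene counts totalled 10646651 in input 1, 12298615 in input 3, 19452659 in polysome 1 and 22647905 in polysome 3. The question put to these samples was whether mRNAs for meiosis and double-strand break repair are held or released at translation, and here it becomes how their share in polysomes compares with their share in input.

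No gene differed between polysome and input at an adjusted p under 0.05. The test by edgeR covered 9038 genes, its smallest adjusted p was 0.956, and 423 genes had an unadjusted p under 0.05, of which 194 were higher and 229 lower in polysomes. The DESeq2 test called 41 genes, 17 higher and 24 lower. With the replicate number as a block 47 were called, 34 higher and 13 lower. Both polysome libraries lay on the same side of both input libraries in 35.3% of genes, where chance gives 33.3%. The 2 replicates ranked genes differently: across genes, which are not independent replicates, the log2 polysome-to-input ratios of replicates 1 and 3 correlated at r = 0.0059. Polysome 3 stood apart, with a correlation of log2 CPM across genes of 0.786 to 0.802 with the other libraries, against 0.841 to 0.873 among those. Without polysome 3 the count of calls was 53, without polysome 1 it was 695, without input 1 it was 8 and without input 3 it was 0; in each of these fits the lone library of a fraction is assumed to vary like the other fraction. Of 31 gene lists 20 were called by camera at its preset correlation, 11 higher and 9 lower, against 0 with an estimated correlation (smallest adjusted p = 0.558) and 0 by fry (0.530). The estimated form of camera rests on the few residual degrees of freedom of 4 libraries. Its unadjusted p for eggshell and yolk was 0.067, and many lists shared an adjusted p, so a lack of calls there cannot decide on any list. The preset of 0.01 is far below the correlation of 0.34 estimated for eggshell and yolk, so its calls need caution as well. With an estimated correlation 0 lists were called in every alternative fit by edgeR as well, with smallest adjusted p of 0.677 without input 1, 0.837 without input 3, 0.668 without polysome 1 and 0.907 without polysome 3, and 0.496 to 0.746 in the others, so calls on lists given below for those fits are calls at the preset correlation.

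The 7 genes of the synaptonemal complex list, the structure that joins homologous chromosomes in meiosis and the cohesion proteins around it, were lower in polysomes. All 7 had a negative log2 fold change, with a median of -0.71, and camera at its preset correlation gave an adjusted p of 0.00144. With an estimated correlation the adjusted p was 0.558. None of the 7 passed alone, and 0 were called adjusted over the list alone. c(3)G, the transverse filament protein, was at 153 and 177 CPM in input 1 and 3 and at 148 and 76.6 CPM in polysome 1 and 3, with a log2 fold change of -0.55 ± 0.43 (SE). For c(2)M it was -1.11 ± 0.61, for sunn -1.07 ± 0.63, for cona -0.71 ± 0.47 and for corolla -0.66 ± 0.53, with solo between sunn and cona. Without polysome 1 and without polysome 3 these were -1.05 and -0.17 for c(3)G, -1.60 and -0.73 for c(2)M, and -2.19 and -0.45 for sunn. They were -1.38 and -0.25 for cona, -1.39 and -0.17 for corolla, and -1.59 and -0.56 for solo. Without input 3 corolla was at -0.33 and solo at -0.21. ord, needed for sister chromatid cohesion and lying on chromosome 2R from 23271257 to 23275536, was at 93.2 and 96.7 CPM in the inputs, 101 CPM in polysome 1 and 17.4 CPM in polysome 3, a log2 fold change of -0.68 ± 0.72. Without polysome 3 it was 0.07, and without polysome 1 ord and sunn passed, with adjusted p of 0.00217 and 0.0124. The list's translational efficiency was 0.27 in replicate 1 and -1.49 in replicate 3, at percentiles 42.0 and 0.06 of expression-matched random lists. The median over all genes was 0.32 and 0.086 in the same order. The list's median was 73.7 and 96.7 CPM in input 1 and 3, 83.4 CPM in polysome 1 and 18.5 CPM in polysome 3, so the lower level lay in polysome 3; between the same polysome libraries the eggshell and yolk median went from 30.7 to 617 CPM and the muscle sheath median from 876 to 244 CPM. Without polysome 3 the camera adjusted p was 0.228 with a median of -0.25, without polysome 1 the median was -1.59, and without input 3 the adjusted p was 0.0516.

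**Figure D1:**
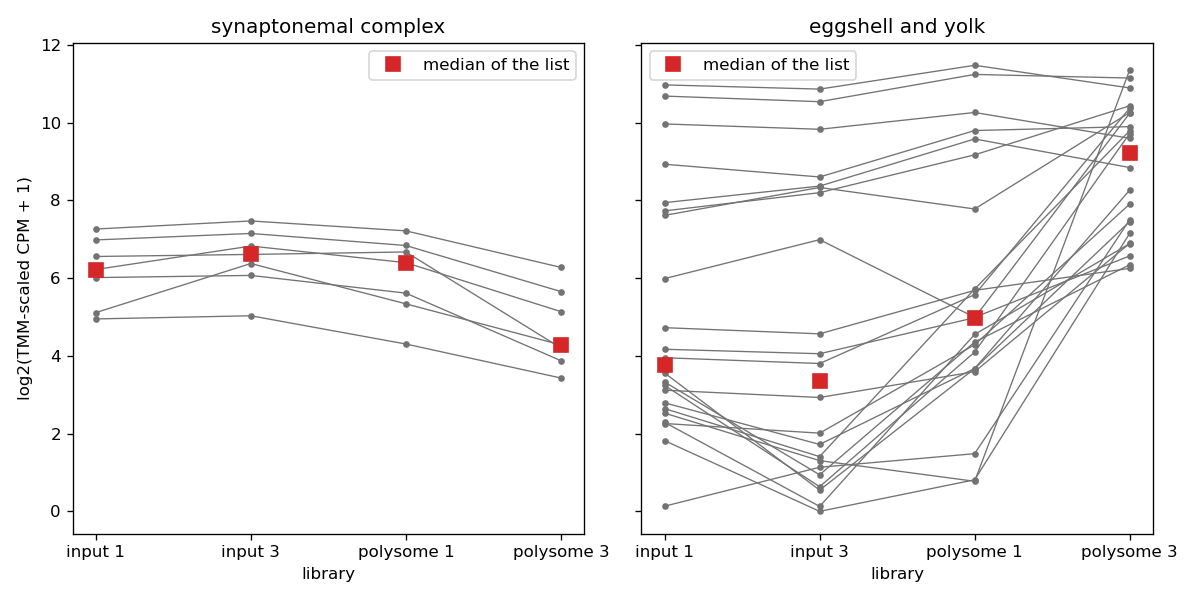
Log2 of TMM-scaled CPM plus 1 (vertical axis) in each of the 4 libraries (horizontal axis) for synaptonemal complex genes (left) and eggshell and yolk genes (right). Each grey line is a gene and red squares are list medians; ord is at 17.4 CPM in polysome 3 against 93.2 to 101 CPM elsewhere, and Cp36 is at 886 CPM there.

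Double-strand break repair genes did not pass as a list. Of 39 tested members 26 were higher and 13 lower in polysomes, the median log2 fold change was 0.25 and the camera adjusted p was 0.062, or 0.572 with an estimated correlation. 0 members were called adjusted over the list alone. The smallest p values belonged to Rif1, at 44.5 and 42.3 CPM in the inputs and 63.7 and 123 CPM in the polysomes (1.10 ± 0.47), to the helicase gene mus301 (1.20 ± 0.56) and to Brca2 (1.26 ± 0.62). In the other direction they belonged to Parp1 (-0.52 ± 0.45; -0.017 without polysome 1 and -1.19 without polysome 3), mei-41 (-0.64 ± 0.58; -1.37 and -0.15) and PolQ (-0.52 ± 0.60; 0.40 without input 3 and -1.08 without input 1). Translational efficiency had a median of 0.29 in replicate 1 and 0.66 in replicate 3, at percentiles 37.5 and 99.5 of expression-matched random lists. The direction depended on polysome 3: without it the median was -0.15, and without polysome 1 it was 0.52 with an adjusted p of 0.00153. The list also passed by DESeq2 (0.0446), with no filter (0.0374) and with unstranded counts (0.0417). Rif1 passed without polysome 1 (adjusted p = 0.0322) and was at 0.54 without polysome 3, and Brca2 was at 0.71 without input 1 and 2.14 without input 3.

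Meiotic recombination genes were not called, with 12 of 20 higher, 8 lower, a median of 0.083 and an adjusted p of 0.261. The median was 0.32 without input 3, 0.24 without polysome 3, 0.35 with unstranded counts and -0.10 with a length trend removed, a setting chosen after seeing the data in which the camera direction stayed on the higher side, and the list was called in none of these. Besides mus301 and Brca2 the smallest p values were those of spn-B (2.63 ± 1.52; 1.36 without polysome 3), mei-218 (-1.23 ± 0.78; -0.79 without polysome 3), rec (-0.80 ± 0.82; -0.23 without polysome 1 and -1.64 without polysome 3) and vilya (-0.66 ± 1.41; -3.42 and 0.21). Cohesin and condensin genes split 10 and 10, with an adjusted p of 0.375, a median of -0.04 and a test direction and mean (0.17) on the higher side. The acetyltransferase gene san had the smallest p of the higher ones (1.44 ± 0.52) and passed without polysome 1 (adjusted p = 0.00492), with 0.76 without polysome 3. The level of these mRNAs in input differed between the lists. The median over list members of mean input TPM was 37.3 for the synaptonemal complex, 14.5 for double-strand break repair and 11.5 for meiotic recombination, at percentiles 63.9, 34.2 and 29.7 of all tested genes.

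Among the genes the study names, Rbfox1, a translation regulator of cyst differentiation, was at 110 and 252 CPM in the inputs and 57.0 and 81.0 CPM in the polysomes (-1.39 ± 0.49, or -0.67 without input 3). bam was at 55.7 and 144 CPM in the inputs and 77.6 and 34.5 CPM in the polysomes (-0.83 ± 0.59; 0.0081 without input 3, -1.37 without input 1, -1.47 without polysome 1 and -0.38 without polysome 3); it is both knocked down and supplied as a transgene. RpS19b, a germline ribosomal protein paralog, was at 166, 171 and 163 CPM in input 1, input 3 and polysome 1 and at 48.8 CPM in polysome 3 (-0.67 ± 0.56). None of these passed the test over all 4 libraries; RpS19b passed without polysome 1 (adjusted p = 0.0273) and was at -0.062 without polysome 3.

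Eggshell and yolk mRNAs rose in polysomes as a list. Of 22 tested members 21 were higher and 17 were called adjusted over the list alone, against 0 over all genes tested; the median log2 fold change was 3.91 and the camera adjusted p 5.19e-20, or 0.558 with an estimated correlation. The chorion gene Cp36, on chromosome X from 8479319 to 8480523, was at 5.25 and 1.66 CPM in the inputs, 51.8 CPM in polysome 1 and 886 CPM in polysome 3 (7.09 ± 1.38). With the replicate block, which leaves few residual degrees of freedom, its adjusted p was 3.33e-16, against 0.956 without the block. Its log2 fold change was 8.05 without polysome 1 and 3.88 without polysome 3. Cp38 was at 14.5, 13.0, 46.7 and 1325 CPM in the same order and passed with the block (6.35e-08). Cp15 was at 4.76, 1.47 and 0.710 CPM in input 1, input 3 and polysome 1 and at 2617 CPM in polysome 3. Of the yolk protein genes, Yp1 was at 1645 and 1489 CPM in the inputs and 2422 and 2270 CPM in the polysomes, and Yp2 was at 2009 and 1863 CPM in the inputs and 2850 and 1904 CPM in the polysomes. The median efficiency of the list was 1.20 in replicate 1 and 5.84 in replicate 3, and without polysome 3 its median log2 fold change was 1.04.

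The lists of meiotic divisions and egg activation, of oocyte-localised mRNAs, and of replication and cell cycle also had their highest median CPM in polysome 3. Of 13 oocyte-localised mRNAs 9 were higher in polysomes and 4 lower. Their summed share of counts was 0.678% in polysome 3, against 0.653% in input 1, 0.699% in input 3 and 0.616% in polysome 1. A sum is weighted toward abundant members, and the list median was 58.8 CPM in polysome 1 and 187 CPM in polysome 3. Genes of meiotic divisions and egg activation had a median of 0.81 with 21 of 26 higher (camera adjusted p = 5.6e-05, or 0.558 with an estimated correlation). mtrm, which holds back Polo kinase in the oocyte, was at 3.50, 0.736 and 2.08 CPM in input 1, input 3 and polysome 1, with a log2 fold change of 5.70 ± 1.80. Oocyte-localised mRNAs had a median of 0.92 (adjusted p = 0.0368, or 0.0775 with the block, 0.0628 at 50 counts, 0.0555 with unstranded counts and 0.563 with an estimated correlation), and osk was at 13.0, 6.16, 3.88 and 396 CPM. Replication and cell cycle genes had a median of 0.52 (adjusted p = 0.000189, or 0.558 with an estimated correlation), with CycB at 121 CPM in input 1, 95.9 CPM in polysome 1 and 1210 CPM in polysome 3. Without polysome 3 the medians of these lists were -0.09, -0.31 and -0.06, against 1.25, 1.46 and 0.89 without polysome 1, with mtrm at -0.05 and CycB at -0.05; without polysome 1 both genes passed (adjusted p = 5.41e-28 and 2.4e-12). The call on oocyte-localised mRNAs also ended without input 1 (0.453, median 0.53) and input 3 (0.219), and that on replication genes without input 3 (0.0593); the replication median was 0.78 without input 1 and 0.32 with the block.

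Ribosomal protein mRNAs fell in polysomes as a list. Of 83 cytoplasmic members 80 were lower, 60 with both polysome libraries below both inputs, and the median log2 fold change was -0.65 (camera adjusted p = 9.99e-13, or 0.558 with an estimated correlation; 0 called adjusted over the list alone). Their median was 2519 and 2155 CPM in input 1 and 3 and 1248 and 1640 CPM in polysome 1 and 3. Their translational efficiency was -0.59 in replicate 1 and -0.10 in replicate 3, at percentiles 0 and 21.3 of expression-matched random lists. RpS21 was at 1026 and 1250 CPM in the inputs and 378 and 574 CPM in the polysomes (-1.26 ± 0.42). This list and the eggshell list were the 2 called both without polysome 1, where the ribosomal protein median was -0.42, and without polysome 3. With an estimated correlation neither list was called there, as no list was in any edgeR fit. Translation factors split 25 and 23 with an adjusted p of 0.521; eIF4G2 had the smallest p of the lower ones (-1.63 ± 0.54, with an adjusted p of 0.00991 without polysome 3 and a fold change of -1.06 without input 3) and eIF2D of the higher ones (1.48 ± 0.57).

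Mitochondrial ribosomal proteins (median 0.41, 55 of 71 higher), the proteasome (0.45, 32 of 34), aminoacyl-tRNA synthetases (0.28, 17 of 20), ribosome biogenesis (0.31, 19 of 27), nuclear-encoded oxidative phosphorylation (0.21, 48 of 71) and glycolysis (0.30, 10 of 13) were higher in polysomes by camera, with adjusted p of 3.74e-05, 1.09e-05, 0.0198, 0.021, 0.0156 and 0.0368. With an estimated correlation their adjusted p lay between 0.558 and 0.572. Examples are the proteasome gene Rpn3 (0.92 ± 0.39) and the glycolytic enzyme gene Tpi (0.94 ± 0.40). All 6 lists lost the call without polysome 3, where their adjusted p were 0.228, 0.0851, 0.509, 0.897, 0.228 and 0.147. Their medians there were 0.079, 0.11, 0.099, -0.031, 0.20 and 0.27, and without polysome 1 they were 0.67, 0.67, 0.54, 0.69, 0.39 and 0.46. Without input 3 the calls on mitochondrial ribosomal proteins (0.0602), synthetases (0.599, median 0.12), ribosome biogenesis (0.357), oxidative phosphorylation (0.836, median 0.12) and glycolysis (0.357, median 0.18) ended too, and glycolysis also without polysome 1 (0.105). Without input 1 the medians of synthetases, oxidative phosphorylation and glycolysis were 0.44, 0.44 and 0.58. With the length trend removed the calls on synthetases (0.0621), ribosome biogenesis (0.11) and glycolysis (0.0878, median 0.12) ended and the proteasome median was 0.30. ER translocation and folding (adjusted p = 0.0804), the spliceosome (0.0804) and glutathione transferases (0.939) were not called. ER translocation passed without input 1 (0.0314, or 0.677 with an estimated correlation) and with no filter (0.0475, or 0.508). The spliceosome passed without polysome 1 (0.0285, or 0.668 with an estimated correlation), with no filter (0.0469, or 0.508) and with the length trend removed, alone (0.0498, or 0.549) and with the block (0.0318, or 0.746).

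Non-coding RNAs were lower in polysomes. Of 304 long non-coding RNAs 197 were lower, the median was -0.53 and the adjusted p 0.000158; for 7 snoRNA host transcripts, whose introns give snoRNAs, all were lower, the median was -1.09 and the adjusted p 0.000967. With an estimated correlation both had an adjusted p of 0.558. With a library left out the count filter admitted other long non-coding RNAs, so their medians there cover a changed set of members. Uhg5 was at 97.0 and 219 CPM in the inputs and 27.4 and 98.5 CPM in the polysomes and passed without polysome 3 (adjusted p = 0.00471), with -0.62 without input 3 and -0.63 without polysome 1. The call on long non-coding RNAs was lost without polysome 3 (adjusted p = 0.0727, with a larger median of -0.81) and without input 3 (0.357, with a median of 0.78); the median was -1.63 without polysome 1, -0.89 with the block and -1.39 with no filter. The call on snoRNA hosts was lost with unstranded counts (0.0515, with a median of -0.26) and without polysome 1 (0.368, -0.63), and the median was -1.95 without polysome 3, -0.70 without input 3 and -0.65 with the length trend removed. piRNA pathway genes had a median of -0.21 (adjusted p = 0.0367, or 0.558 with an estimated correlation, 0.06 with unstranded counts, 0.07 without input 1, 0.0516 without input 3 and 0.548 without polysome 1; the median was -0.45 without polysome 3 and -0.32 with the length trend removed), with qin at 251 and 226 CPM in the inputs and 103 and 60.2 CPM in the polysomes; qin passed without polysome 1 (0.0117).

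Of the lists of somatic cells and stress, 4 were lower in polysomes and gut peptidases were higher. Muscle sheath genes had a median of -0.74 with all 21 lower (adjusted p = 8.81e-08), heat-shock genes -0.76 with all 15 lower (1.41e-05), niche and escort cell genes -0.54 with 12 of 17 lower (0.00528) and follicle cell genes -0.40 with 12 of 15 lower (0.0101); the adjusted p of each was 0.558 with an estimated correlation. The muscle and heat-shock medians of 876 and 450 CPM in polysome 1 lay between those of the inputs (792 and 1207 CPM, 386 and 691 CPM), while in polysome 3 they were 244 and 181 CPM. Their efficiency was 0.24 and 0.093 in replicate 1 (all genes 0.32) and -1.72 and -1.55 in replicate 3 (all genes 0.086). All 4 calls ended without polysome 3, with adjusted p of 0.134, 0.0727, 0.0515 and 0.0515; the muscle and heat-shock medians there were nearer 0, at -0.42 and -0.40, and the niche and follicle medians farther from it, at -0.84 and -0.56. Without polysome 1 the muscle and heat-shock medians were -1.81 and -1.35, and the niche and follicle calls ended (0.0748 and 0.111). Without input 3 the niche and follicle calls ended too, with adjusted p of 0.357 and 0.507 and medians of 0.024 and -0.064, and the heat-shock median was -0.35. The follicle call also ended with the length trend removed (0.104), and its median was -0.64 without input 1. Hsp70Aa had the smallest p among heat-shock genes (-2.00 ± 0.82, or -0.35 without input 3) and passed with the replicate block (adjusted p = 0.0277) and without polysome 3 (0.000106). Gut peptidase genes had a median of 3.53 with 11 of 13 higher (adjusted p = 0.000913, or 0.558 with an estimated correlation) at a median input TPM of 1.11, and without polysome 3 an adjusted p of 0.289 and a median of 0.72; the median was 5.73 without input 1, 7.84 without input 3, 6.42 without polysome 1 and 5.40 with no filter. Fat body and haemocyte genes (0.185, with 6 higher and 9 lower), ecdysone and polytene puff genes (0.219), the integrated stress response (0.233) and germline differentiation and RNA regulators (0.521) were not called. Ecdysone genes passed without input 1 (0.00473, or 0.677 with an estimated correlation) and germline regulators without polysome 3 (0.00188, or 0.907).

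Of single genes, the 24 with the smallest p did not pass; of these, 15 passed with the replicate block, 18 by DESeq2, 24 without polysome 1, 11 without polysome 3, 1 without input 1 and 0 without input 3. On the higher side, after Cp36, they were Elba2, Cp7Fb, yin, Fcp3C, GILT2, CG32642, cad, Cp38, Muc4B, CG15570 and CG31343. GILT2 was among the steadier, at 2.04 and 3.03 CPM in the inputs and 19.0 and 44.5 CPM in the polysomes (3.64 ± 0.80), while CG31343 had no counts in both inputs and 9.51 and 11.8 CPM in the polysomes. With the block the adjusted p was 3.36e-06 for Elba2, 2.04e-07 for Cp7Fb, 0.000104 for yin, 0.000269 for Fcp3C, 0.041 for GILT2, 1.79e-09 for CG32642, 3.63e-10 for cad, 0.0106 for Muc4B and 3.28e-09 for CG15570. On the lower side they were mgl, CG17977, snoRNA:U3:54Ab, lncRNA:CR45517, CG40472, BomS6, chinmo, CarT, mbl, Cyp12e1, bt and hiw, with lncRNA:CR45517 (0.00996) and mbl (0.047) passing with the block in addition to mgl and bt. mgl, an endocytic receptor gene on chromosome X from 9358496 to 9500129, was at 285 and 340 CPM in the inputs and 84.7 and 83.1 CPM in the polysomes (-1.90 ± 0.38; adjusted p = 0.0113 with the block). The immune-induced peptide gene BomS6 was at 27.9 and 30.2 CPM in the inputs and 2.55 and 4.28 CPM in the polysomes (-3.08 ± 0.74). The giant muscle protein gene bt was at 482 and 1763 CPM in the inputs and 133 and 228 CPM in the polysomes (-2.64 ± 0.66, or -1.42 without input 3; adjusted p = 0.000674 with the block). The 5 most abundant input mRNAs by CPM, which is not corrected for length, were eEF1alpha1, Hsp23, Hsp26, Act57B and Hsc70-4, with log2 fold changes of -0.03 ± 0.38, -0.91 ± 0.50, -0.74 ± 0.46, -0.31 ± 0.68 and -0.21 ± 0.40. Without polysome 3 they were at -0.32, -0.39, -0.31, 0.43 and 0.065, without polysome 1 eEF1alpha1 was at 0.26 and Hsc70-4 at -0.53, and without polysome 1 Hsp23, Hsp26 and Act57B passed (adjusted p = 1.03e-06, 0.00194 and 2.23e-06).

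**Figure D2:**
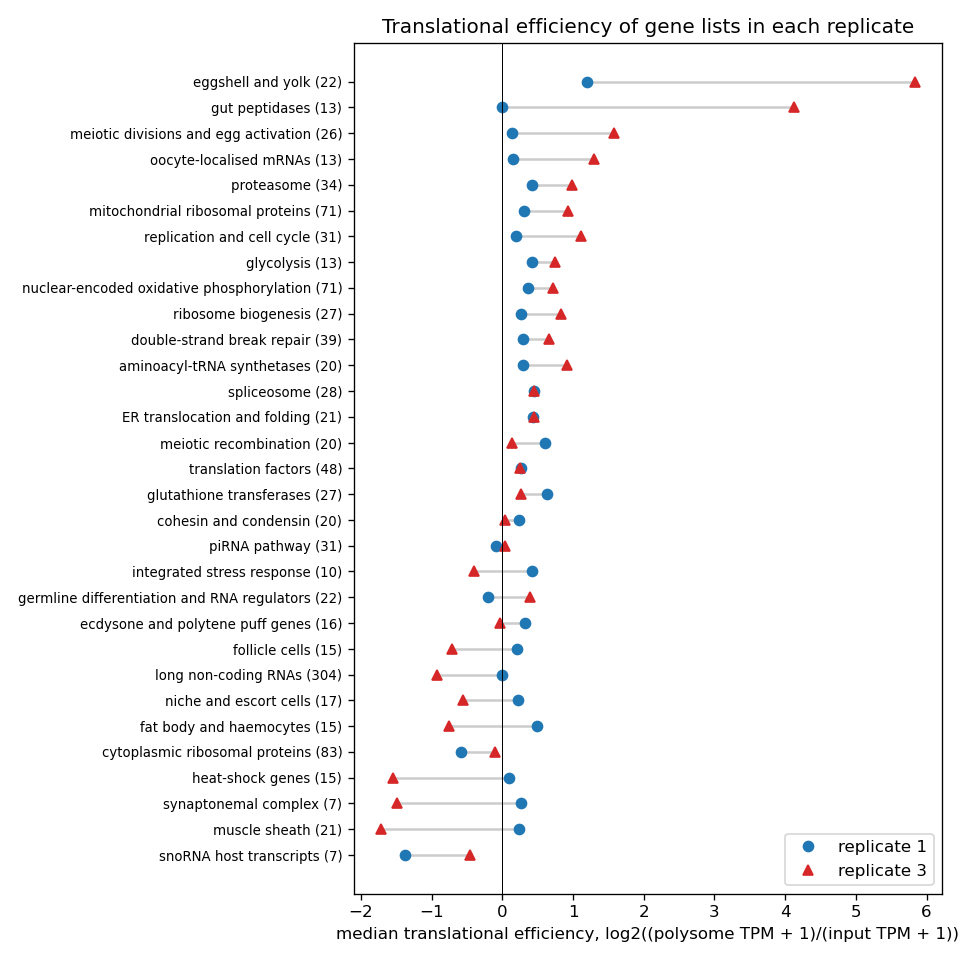
Median translational efficiency (horizontal axis, log2 of polysome over input TPM, each plus 1) of 31 gene lists (vertical axis, tested members in parentheses) in replicate 1 (blue circles) and replicate 3 (red triangles). The replicates had medians of opposite sign in 10 lists, among them the synaptonemal complex at 0.27 and -1.49. The median over all genes was 0.32 in replicate 1 and 0.086 in replicate 3. The synaptonemal complex lay below it in both, so the sign alone does not give a list's place among genes.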

Values the study reported

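For genes of double-strand break repair, the study reported medians of translational efficiency that were 1.20-fold those of enriched germline stem cells in enriched cystoblasts, 1.56-fold in enriched cysts and 0.95-fold in young wild-type ovaries. For the meiotic cell cycle genes, a median of 36.1 TPM was given in enriched germline stem cells, above the 70th percentile of expression.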

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

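The rule of the antisense scan was added after the main results and before antisense values were seen; of the tests below, the 2 matched-gene comparisons were written before their results were seen, and the tests on egg-chamber mRNAs, Hsp70, other TOP mRNAs, the length trend and reads outside exons were chosen after the pattern had been seen.

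Reads on the strand opposite to a gene enter the comparisons above only through the unstranded counts, an alternative setting. Of 347 genes with at least 50 such reads and more antisense than sense reads in all 4 libraries, 1 had no annotated gene on the other strand within 1000 bp: CG30054, on chromosome 2R from 12623726 to 12625352. Its antisense counts were 176 and 325 in the inputs and 150 and 176 in the polysomes, and its sense counts were 49, 22, 0 and 0. It is given as a signal outside the main counts, with a lowest antisense count of 150; the minimum of 50 reads puts every gene of the scan above the 3 counts that a count of 0 allows, so that floor sets none apart.

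Egg-chamber mRNAs were high in polysome 3. Loss of the heat shock in that sample stays open, since no library without heat shock was used here to set a level against. Summed Hsp70 mRNAs, whose copies share reads, were at 419, 1800 and 269 CPM in input 1, input 3 and polysome 1. In polysome 3 they were at 414 CPM, or 49.9% of the mean of the other 3 libraries, a mean raised by input 3. By bounds chosen after the pattern was seen, this value counted against the loss. Those bounds were not set from a library without heat shock, so they do not settle it. The heat-shock list was lowest there, with a median of 181 CPM against 386 to 691 CPM elsewhere. A first version of this test on Hsp23, Hsp26 and Hsp27 gave a median of 31.9% and was replaced because nurse cells make these mRNAs without heat shock. Polysome loading shared by both replicates was not tested independently, since the excess of replicate 3 over replicate 1 was measured on the lists that showed the pattern. That excess in log2 ratio had a median of 1.47 over 61 members of the eggshell, oocyte-localised and egg activation lists (quartiles 0.15 and 4.36). For 95% of expression-matched random lists it was -0.45 to 0.20, but these draw genes independently and ignore correlation within a list (0.34 for eggshell genes). Loading of equal size in both replicates would not give such an excess. As a part of the cause it stays open, since the eggshell list, where the excess was 4.05 (quartiles 0.46 and 5.20), also had an efficiency of 1.20 in replicate 1. Later egg chambers in the material stay open without an independent test: 75.4% of the 61 members were highest in polysome 3, against 29.7% of all genes, which restates the pattern, and Yp1 and Vm26Ab, abundant in vitellogenic chambers, were at 2270 and 459 CPM there and at 2422 and 765 CPM in polysome 1. A wrong label or an outside sample stays open too: Dcr-2, overexpressed with the driver and looked up after the other results, was at 176 CPM in polysome 3 and 195 to 243 CPM elsewhere, but no library without the transgene was used here to set its level against.

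Ribosomal protein mRNAs were low in the polysome libraries, and a trend with transcript length as the whole cause is argued against by its removal, which left the list median at -0.62 (member quartiles -0.87 and -0.43; -0.87 to -0.57 with single libraries left out; camera adjusted p = 3.78e-18 at the preset correlation and 0.549 with an estimated one, which gave no call before removal either) and moved another list by up to 0.44. Short length as a part of the cause stays open: against protein-coding genes matched on length and abundance the ribosomal protein median differed by -0.83 in replicate 1, outside the range of 95% of random lists, and by -0.14 in replicate 3, inside it, though the matched genes were less abundant (1301 against 1980 CPM). A lower polysome share of all TOP mRNAs, whose translation is regulated through a 5' pyrimidine tract, stays open: 10 other TOP mRNAs, picked after some of their values were known, went both ways with medians of 0.060 and 0.22 in replicates 1 and 3 (all genes 0.32 and 0.086), and they lay 0.65 above ribosomal proteins in replicate 1, more than the SD of the members (0.42), and 0.32 above in replicate 3, less than it (0.49). The bounds of this test were rewritten after its values were known, and under the first ones, set against 0, it had counted against the explanation. A difference between the fractions themselves and extraction chemistry are not separated by this design.

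Long non-coding RNAs were low in the polysome libraries. Against protein-coding genes matched on abundance and length the median differed by -0.19 in replicate 1 and -0.51 in replicate 3, so low abundance and short length cannot be told apart from a difference between fractions. Removal of the length trend left the median at -0.51, but the member quartiles of -1.55 and 0.58 span 0, so a length trend as the whole cause stays open as well. With single libraries left out the median ranged from -1.52 to 0.82 (without input 3, with the camera direction on the lower side) and was -0.82 without polysome 3. The count filter admitted other genes in those fits, with 410 to 439 tested against 304, so this range mixes a changed set of members with the library. Reads from outside exons stay open too: the lncRNA share of counts in polysome 3 was 0.875 times that of the lower input library.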

How the results depend on the processing

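Removal of a length trend, alone and with the block, was chosen after seeing the data; the GC correction was not run because no genome sequence was used here, and leaving out mitochondrial genes removed none. The count of genes was 0, with 0 higher and 0 lower, under RLE and upper-quartile factors, at least 50 counts in 2 libraries, unstranded counts, the 10 most abundant genes left out, the length trend removed and a test against 1.5-fold. It was 41 (17 higher, 24 lower) by DESeq2, 104 (79 and 25) with no filter, 47 (34 and 13) with the replicate block, 1 (1 and 0) with the block and the length trend removed, and 405 at over 2-fold and unadjusted p under 0.05, of which 187 were higher and the rest lower. With single libraries left out it ranged from 0 to 695, with 0 to 330 higher and 0 to 365 lower: 8 without input 1, 0 without input 3, 695 without polysome 1 and 53 without polysome 3. The number of lists called, 20, stayed between 16 and 23 in other settings, except at 8 without input 3 and 5 without polysome 3. The replicate block ended the call on oocyte-localised mRNAs (median 0.58) and no other list call. The call on snoRNA hosts ended with unstranded counts (-0.26), as did those on piRNA genes (-0.20) and oocyte-localised mRNAs (0.89; also 0.62 at 50 counts). With the length trend removed, alone and with the block, calls ended on follicle cells (-0.33, -0.35), synthetases (0.26, 0.24), ribosome biogenesis (0.24, 0.18) and glycolysis (0.12, 0.19), and with the block on oocyte-localised mRNAs (0.57).

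The synaptonemal complex median ranged from -1.59 to -0.25 with single libraries left out, and its call ended without input 3 (-0.62) and without polysome 3 (-0.25). The double-strand break repair median ranged from -0.15 to 0.52 with single libraries left out, and the list passed by DESeq2 (0.26), with no filter (0.25), with unstranded counts (0.28) and without polysome 1 (0.52). The camera direction reversed without polysome 3 for meiotic divisions (-0.088, up to 1.25 with other libraries left out), replication (-0.065, up to 0.89), ribosome biogenesis (-0.031, up to 0.69), oocyte-localised mRNAs (-0.31, up to 1.46), double-strand break repair (-0.15) and translation factors (-0.023, up to 0.077). For cohesin and condensin it reversed without polysome 3 (-0.20) and without input 1 (-0.24), against up to 0.18. With the length trend removed, alone and with the block, it reversed for ecdysone genes (0.16, 0.061), translation factors (-0.069, -0.10), germline regulators (0.14, 0.045; 0.46 without polysome 1, down to -0.63) and glutathione transferases (-0.083, -0.23). For glutathione transferases the camera direction also turned, at medians that stayed above 0, by DESeq2 (0.060), at 50 counts (0.061) and with unstranded counts (0.050), and with single libraries left out the median ranged from -0.50 to 0.20. The cause was not tested.

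Single genes changed sign with a library left out, over these ranges of log2 fold change: ord -2.39 to 0.073, bam -1.47 to 0.0081, PolQ -1.08 to 0.40, vilya -3.42 to 0.21, mtrm -0.049 to 7.21, CycB -0.052 to 3.68, eEF1alpha1 -0.32 to 0.26, Act57B -1.94 to 0.43, Hsc70-4 -0.53 to 0.065, IleRS -0.44 to 0.20, ndl -1.63 to 0.054, mirr -0.27 to 0.94, Pgi -0.93 to 0.18, Mal-A4 -2.58 to 1.01, Nnp-1 -0.59 to 0.062 and Rpn6 -0.15 to 0.025 (0.037 with unstranded counts). pgc ranged from -7.91 to 6.18, the lowest being a fitted value against no counts in polysome 1. Over all named genes and settings 1218 results kept direction and side, 116 gained the call and 22 reversed; over lists 354 kept them, 45 lost the call, 12 gained it and 22 reversed. The cause was not tested. Of the efficiency values 198 moved by less than the spread between replicates, which is itself wide, and 19 by more. Settings with a replicate left out are judged by the spread of those same replicates. Most of them fall inside it by construction, so the 198 overstate how stable the values are. Of 124 results on input TPM medians, 23 moved by more than the spread between the inputs. Lists with such moves included double-strand break repair (15.4 unstranded, 15.6 to 16.02 with an input left out), the synaptonemal complex (40.4 unstranded), ribosomal proteins (3541 to 4045 with an input left out) and eggshell genes (18.4 to 21.5 with an input left out). Simulated genes changed 4-fold were recovered at 0% with the dispersion of the 4 libraries and at 4.17% with that of the inputs. Those changed 16-fold were recovered at 8.16% and 65.3%, so in the simulation recovery at 16-fold depended on the spread assumed.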

Other observations

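The length bins were chosen after the result was seen. Transcript length went with the polysome ratio differently in each replicate. Among protein-coding genes in 5 bins of exon length, the shortest, from 198 to 1179 bases, had a median translational efficiency of 0.19 in replicate 1 and 0.42 in replicate 3. The longest, from 4159 to 71820 bases, had 0.21 and -0.42. The bins between them, in order of length, had 0.40, 0.44 and 0.39 in replicate 1 and 0.38, 0.29 and 0.064 in replicate 3.

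The level of meiotic mRNAs is quoted above for stem cells, which are not analysed here, and for another gene set, so no direction is drawn between it and the medians for cysts. The fold quoted for double-strand break repair genes needs the stem cell libraries and has no counterpart here.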
